A study of Mus musculus with 24 samples. Its data were reported in "Aberrant expression and localization of the RAP1 shelterin protein contribute to age-related phenotypes" (2022).

How the data were processed

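Gene expression was measured on 1-colour Agilent mouse arrays in liver, brain, heart and skeletal muscle of 6 female mice. In 3 mice Rap1 (gene symbol Terf2ip) carried a knockin (KI) point mutation, and 3 mice were wild type (WT). In the order of the animal numbers in the labels, the KI mice are called A, B and C and the WT mice D, E and F. Each mouse gave all 4 tissues, so the 24 arrays form 8 groups of 3. KI mouse C and WT mouse F were 14 months old and the other 4 were 15 months old. The deposited labels give tissue, genotype, age and mouse number.

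Per the labels, total RNA was labelled with Cy3 and hybridised to 1 array per sample. The authors extracted intensities from the scans with Agilent Feature Extraction, version 12.0.3.1 per the file headers. The deposited intensity used here is the processed signal, which that program had corrected for background and for trends across the array and which was not yet normalized between arrays. The deposited median spot and local background intensities served for an alternative background correction, because a mean spot intensity was not used here. The authors also deposited a score table of 33912 features. Set against the scanner values, it held z-scores of the log processed signal within each array, with a largest difference of 0.005. It was used only as an alternative.

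Each array held 62976 spots, of which 59305 were not controls. Control spots and spots marked by the program as outliers (121 to 347 per array) were left out, and spots of the same probe were averaged, which gave 55681 probes and left 573 probe values missing. No spot was saturated. Values were taken as log2 of the processed signal minus the 75th percentile of each array. That percentile lay between a signal of 312.5 and 2519.4, and 49.4% to 68.4% of the probes on an array were well above background. With 3 arrays per group, changes of 1 (log2) were recovered in part only (below).

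Probes were named through RefSeq accessions and a gene table of the assembly GRCm38.p6, used for names and gene order only, since the array was designed on an older build. Of 26732 probes with a curated mRNA accession, 99.0% matched. A symbol was found for 50.9% of all probes, or 21368 genes, of which 5754 had several probes. The probe with the highest mean over all arrays stood for a gene. Restricting the tests to genes with a symbol was decided after the data were examined, and tests over all array features are given with the alternatives. No sample column was left without a sample.

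Genes were tested in a tissue if their probe was well above background on all 3 arrays of at least 1 genotype. The 6 arrays of each tissue were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The mean of the 4 tissues of each mouse was tested in the same way, and a moderated F-test over all 24 arrays asked whether the genotype effect differed between tissues. With 3 arrays against 3, the smallest two-sided p of an exact permutation test is 0.10, so no such test of a single gene could pass the threshold. Where 1 genotype was not well above background on any array, a lower bound on the fold difference was computed with each value of that genotype raised to the lowest level well above background on its array.

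For 9 gene lists of metabolic, immune and telomere processes, camera (limma, preset inter-gene correlation 0.01) was run in each tissue and adjusted over 36 tests, with fry and camera with an estimated correlation beside it. Means of 10 cell type lists described each array. These lists, the comparisons, the alternatives and the rule for naming genes were fixed before the data were examined. A suspicion of mammary tissue in liver samples, which led to the mammary list, came from the gene table published with the study. Lists for skeletal muscle, olfactory mucosa, cerebellum and hindbrain, and brown fat were added after the arrays had been seen.

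By the naming rule, genes past the threshold whose groups did not overlap were to be named, at most 5 in each direction, and with fewer than 3 such genes the 3 of smallest unadjusted p. Terf2ip in all tissues, Ly6d in liver, and Gfap and Aif1 in brain were always given.

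Arrays of the same number came from the same mouse, so the numbers pair arrays across tissues. Deviations from the group means over 12218 genes correlated across genes by 0.0189 on average within a mouse and by -0.0084 between mice of the same genotype. With the mouse as a replicate block, the consensus correlation was -0.0014. The genotypes share no mouse, so no pairing exists within a tissue. The arrays lay on 3 slides of 8. All liver arrays shared 1 slide and all muscle arrays another. Brain arrays of both genotypes lay on slides 1 and 2, and heart arrays of both genotypes on slides 2 and 3. In heart the slide split followed the age of the mice.

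Alternatives covered normalization, background correction, the deposited scores, the filter on dim probes, the choice of probe, the pooling of arrays, blocks for mouse, age and slide, array weights, the prior variance, a call by z ratio, and leaving out each array in turn.

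The tests were tested on simulated data, with 200 genes changed in each of 5 runs. Values were drawn from the real genes' means and from their spreads as shrunk by limma. The noise was independent between genes and arrays unless stated. Differences of whole arrays, such as RNA of another tissue, were not simulated, so the recovered shares may be too high for the real arrays. At a change of 2 (log2), 94.6% of changed genes were recovered in liver (14073 genes), 93.7% in brain (16045), 95.3% in heart (14907) and 91.4% in muscle (13497). At a change of 1, these shares were 50.5%, 32.0%, 46.2% and 0%. For the mean of 4 tissues (17174 genes) 93.6% and 70.7% were recovered at changes of 2 and 1, and for the difference between tissues 67.6% and 10.1%. With the interferon list raised by 0.3, camera called it in 20 of 20 tests and fry in 17. List members were also given shared noise on single arrays, with an SD equal to the median SD of the genes. With nothing differing between genotypes, camera then called 92 of 180 list tests and fry 1. Liver signal added to 3 WT brain arrays at 2% was estimated at 2.00% to 2.01%. The estimate divides by the same mean liver level that was added, so this checks the arithmetic only, not the accuracy on real mixtures.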

Results

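RAP1 is a subunit of shelterin, the protein complex at telomeres, and also acts away from telomeres in transcription. In the knockin (KI) mice studied here, an isoleucine of RAP1 is replaced by arginine and the protein cannot bind TRF2, the subunit that holds it at telomeres. Transcript levels were compared between Rap1 KI and WT females in liver, brain, heart and skeletal muscle, with 3 mice of each genotype and the same 6 mice in every tissue. Within a tissue, correlations between any pair of arrays across genes lay between 0.978 and 0.990 in liver, 0.958 and 0.993 in brain, 0.973 and 0.994 in heart, and 0.956 and 0.992 in muscle. Levels are log2 signal relative to the 75th percentile of the array.

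Terf2ip, the mutated gene, was measured well above background on all 24 arrays. In liver its level was 0.33 ± 0.32 (SD, n = 3) in KI and 0.66 ± 0.24 (SD, n = 3) in WT mice. The livers of KI mice A, B and C had levels of 0.18, 0.70 and 0.11, and those of WT mice D, E and F had levels of 0.94, 0.49 and 0.56. In brain the levels were 1.25, 1.15 and 0.85 in KI and 1.01, 1.46 and 1.16 in WT mice in this order. Heart gave 0.57, 0.14 and 0.47 in KI and 0.52, 0.46 and 0.65 in WT mice in the same order. Muscle gave 1.04, 0.77 and 0.75 in KI and 0.91, 0.99 and 0.87 in WT mice. The log2 fold change was -0.33 in liver (limma adjusted p = 0.515), -0.13 in brain, -0.15 in heart and -0.07 in muscle, and none passed the threshold. Averaged over the 4 tissues of each mouse it was -0.17 (limma adjusted p = 0.983), with the 3 KI mice below the 3 WT mice. The direction depended on the probe: a second Terf2ip probe gave 0.08 in liver, 0.06 in brain and 0.06 in muscle, and -0.10 in heart. Array weights changed the sign in brain, to 0.02.

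**Figure D1:**
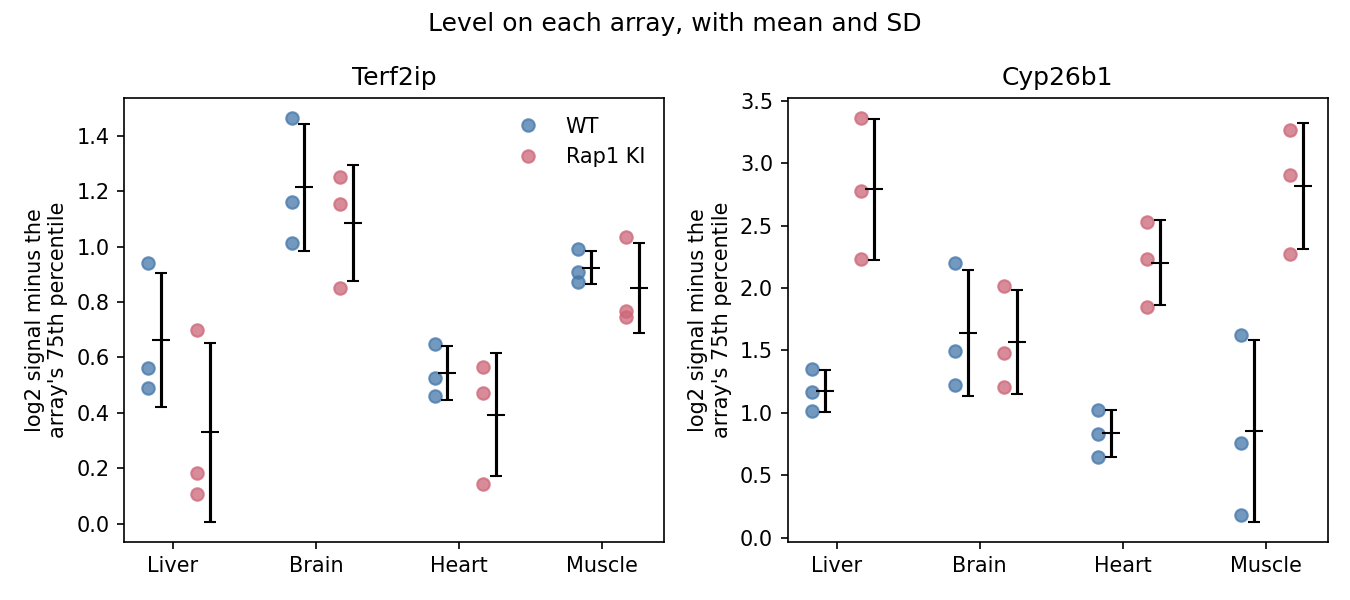
Levels of Terf2ip and Cyp26b1 on each array (points; log2 signal minus the array's 75th percentile), with the mean and SD of 3 mice per genotype in 4 tissues. Cyp26b1 was higher in all 3 KI mice than in all 3 WT mice in liver, heart and muscle, while the genotypes overlapped in brain, and Terf2ip overlapped in each tissue.

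In liver, the comparison asked which transcripts the mutation alters in the tissue where the study placed most changes. Of 14091 genes tested, 0 passed the threshold with limma, and 1653 genes (11.7%) had an unadjusted p under 0.05, 1054 of them higher and 599 lower in KI. The smallest adjusted p was 0.358. The genotypes did not overlap in 19.7% of genes, against 10% by chance. Calling genes by z ratio and unadjusted p moved the count most, to 805. Without KI mouse A, 999 genes had an unadjusted p under 0.05, and without WT mouse F 1080, with 0 past the threshold each time. A fit of all 24 arrays called 3 genes, Tmem255a (1.52) and Pla2g4f higher and Gm35287 (-1.21) lower in KI. These 3 were chosen after their values were seen. Pla2g4f was not well above background on any WT liver array and was at least 7.57-fold higher in KI.

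None of the liver genes of smallest p passed the threshold. Orm3 was lower in KI, at 1.73 ± 0.12 against 2.87 ± 0.06 (SD, n = 3 each), a log2 fold change of -1.13 (SE 0.12). Hr was higher, at -0.61 ± 0.23 against -2.31 ± 0.28 (SD, n = 3 each), a difference of 1.70 (SE 0.19). Wscd1 was lower by a log2 fold change of -0.78 (SE 0.11). For all 3 genes the limma adjusted p was 0.358, and all 3 KI livers lay on the same side of all 3 WT livers. Ly6d was higher in KI livers, at 1.05 ± 0.34 against 0.07 ± 0.37 (SD, n = 3 each). Its log2 fold change of 0.98 (SE 0.25) had an unadjusted limma p of 0.00598 and an adjusted p of 0.358, with 3 of 3 KI livers above all WT livers. Its sign was the same in all 14 alternatives, with adjusted p from 0.264 to 0.766.

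In brain, 0 of 16073 genes passed the threshold with limma, and 127 (0.79%) had an unadjusted p under 0.05. The genotypes did not overlap in 2.86% of genes, below the 10% chance gives. The genes of smallest p were Tnfrsf25 (-0.97, SE 0.17), Gnb3 (-0.64, SE 0.12) and Gm16287 (1.05, SE 0.20), each with a limma adjusted p of 1 and with all 3 KI brains on 1 side of all WT brains. Gfap and Aif1, markers of astrocytes and microglia, differed by -0.10 (SE 0.60) and 0.12 (SE 0.19), less than the spread between mice. The brain of KI mouse C carried liver transcripts (below), and without it 0 genes passed and 167 had an unadjusted p under 0.05. This number was 418 without KI mouse B, 407 without WT mouse E and 207 without KI mouse A, and 0 genes passed in each case. Calling genes by z ratio and unadjusted p moved the count most, to 103. With the slide as a block, 138 genes had an unadjusted p under 0.05 and 0 passed.

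In heart, 0 of 14929 genes passed the threshold with limma, and 244 (1.63%) had an unadjusted p under 0.05. The genotypes did not overlap in 5.02% of genes, against 10% by chance. Krt82 was not well above background on any WT heart array and was at least 1.80-fold higher in KI. Stk26 (0.98, SE 0.14) and Cyp26b1 (1.37, SE 0.20) were also higher in all 3 KI hearts. The limma adjusted p was 0.971 for each. With the slide, and so the age, as a block, 529 genes had an unadjusted p under 0.05 and 0 passed. Without KI mouse C, 952 genes had an unadjusted p under 0.05 and 1 passed, Olfr862, named after its value was seen. It was not well above background on any WT heart array and was at least 11.6-fold higher in KI mice A and B. Without KI mouse A the number at an unadjusted p under 0.05 was 628. Calling genes by z ratio and unadjusted p moved the count most, to 205.

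In skeletal muscle, 0 of 13515 genes passed the threshold with limma, and 115 (0.85%) had an unadjusted p under 0.05. The genotypes did not overlap in 3.54% of genes, against 10% by chance. Prickle2 was not well above background on any KI muscle array and was at least 1.41-fold lower in KI. AU019990 differed by -1.51 (SE 0.20) and Cyp26b1 by 1.96 (SE 0.41), with limma adjusted p of 0.938 and 1.00. Without KI mouse A, 415 genes had an unadjusted p under 0.05 and 4 passed, Vmn2r5, Zic4, Aste1 and Ttc36, all 4 higher in KI and named after their values were seen. Without KI mouse C and WT mouse D in turn, 240 and 190 genes had an unadjusted p under 0.05. Calling genes by z ratio and unadjusted p moved the count most, to 113. Liver and muscle arrays each lay on 1 slide, so no slide block exists there.

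Across tissues, 12285 genes were tested in all 4, and 0 genes passed the threshold in more than 1 tissue. For the mean of the 4 tissues, 0 of 17296 genes passed with limma and 600 (3.47%) had an unadjusted p under 0.05. The genotypes did not overlap in 8.97% of genes, against 10% by chance. Nags (0.75), Ppef2 (0.98) and Xkr9 (0.66) had the smallest p, each with a limma adjusted p of 0.983 and with all 3 KI means above all WT means. Nags and Xkr9 were well above background on all 6 arrays only in liver, and Ppef2 only in brain, so these differences include tissues near background. Without KI mouse A, 1264 genes had an unadjusted p under 0.05 and 0 passed. For the difference of the genotype effect between tissues, the limma F-test gave 0 genes, with 321 at an unadjusted p under 0.05 and a smallest adjusted p of 0.929. Quantile normalization gave 1 gene, Bves, and the z-score scale gave 1 gene, Pla2g4f, both named after their values were seen. Without WT mouse D, KI mouse B or KI mouse C, 1 gene passed each time (Lrrc6, Nags and Olfr862, also named afterwards). Bves was not well above background on any liver array.

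Cyp26b1, which encodes an enzyme that breaks down retinoic acid, was named by the rule in heart and muscle. In liver it was also higher in KI, at 2.79 ± 0.56 against 1.18 ± 0.17 (SD, n = 3 each), by 1.61 (SE 0.28; limma adjusted p = 0.358). In brain it differed by -0.07 (SE 0.31). The difference between tissues had an F-test p of 0.00461 and an adjusted p of 1. Its sign in liver, heart and muscle was the same under quantile normalization, normexp, the z-score scale and the deposited scores. In the mean of 4 tissues it differed by 1.22 (SE 0.19, limma adjusted p = 0.983). With the mouse as a replicate block in the 24-array fit it was the 1 gene past the threshold. As the consensus correlation was -0.0014, that fit treated the arrays of a mouse nearly as independent.

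The gene lists addressed processes that the study examined in the mutant mice: metabolism, immune response, inflammasome, NF-kappaB and telomere maintenance. The study reported telomere maintenance as intact. Camera with a preset correlation called 15 of 36 tests, 14 with the list higher and 1 lower in KI. Under fry 0 of the 15 held, and 0 held with the correlation estimated from the data. In simulated lists with shared noise and no difference, camera called 92 of 180 tests. That noise was of 1 size, while the correlation estimated in the called lists ranged from -0.088 (inflammasome in brain) to 0.862 (oxidative phosphorylation in heart). It was 0.495 for interferon response in liver and 0.106 for cytokines and chemokines in heart. The simulated share is therefore not the rate of false calls for each list. Adjusted over the list alone, 0 members passed in any tissue, as over all genes tested. The interferon response list was called higher in liver (mean difference 0.32; limma camera, adjusted p = 0.000133), brain (0.12), heart (0.09) and muscle (0.21). KI arrays above all WT arrays numbered 2, 0, 2 and 3 of 3 in these tissues. The liver call held without each liver array in turn. The call was lost in brain without KI mouse A, WT mouse D or KI mouse C, in heart without KI mouse A, KI mouse B or WT mouse E, and in muscle without KI mouse B or WT mouse E. Cytokines and chemokines were called higher in brain (0.21) and heart (0.26), NF-kappaB targets in heart (0.12), and the inflammasome list in brain (0.13), where all 3 KI arrays lay above all WT arrays. The cytokine call held without each array in heart and was lost in brain without WT mouse D. The NF-kappaB call was lost without KI mouse B, KI mouse C, WT mouse E or WT mouse F, and the inflammasome call without KI mouse B, KI mouse C or WT mouse D.

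Oxidative phosphorylation was called higher in liver (0.13; limma camera, adjusted p = 0.0161) and lower in heart (-0.12; adjusted p = 0.00307), with 1 of 3 KI arrays outside the WT range in each. The heart call, the 1 list called lower, reversed without KI mouse B, where camera called the list higher in KI. It was lost without WT mouse F and on the deposited scores. The heart of KI mouse B also stood apart for cell type lists (below). Ribosomal proteins were called higher in liver (0.16) and brain (0.03). Under quantile normalization without and with normexp the liver differences shrank to 0.04 and 0.04 for oxidative phosphorylation and to 0.04 and 0.03 for ribosomal proteins, and neither was called. The brain ribosomal difference was 0.02 under both and not called. Without single arrays, the liver oxidative phosphorylation call was lost for KI mouse C, WT mouse D and WT mouse F, the liver ribosomal call for KI mouse A and WT mouse F, and the brain ribosomal call for KI mouse C and WT mouse E. Fatty acid and cholesterol synthesis was called higher in brain (0.08; lost without KI mouse B or WT mouse F) and muscle (0.13; lost without KI mouse A or WT mouse F). PPAR alpha targets were called higher in brain (0.27; limma camera, adjusted p = 8.94e-06), where 1 of 3 KI arrays lay above all WT arrays. Without the brain of KI mouse C, which carried liver transcripts, the difference was 0.0033 and was not called. The ribosomal (-0.01), interferon (0.04) and inflammasome (0.10) calls in brain were lost without it too, which left 11 calls over the 4 tissues. In liver PPAR alpha targets differed by 0.06, not past the threshold, and by -0.01 and -0.03 under quantile normalization without and with normexp. The shelterin and telomerase list passed in 0 tissues and lay lower in all 3 KI arrays in brain (-0.09) and heart (-0.20). In liver its sign changed with quantile normalization.

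For the 15 called lists, mean, median and test had the same sign, and the sign of the mean was the same under all 5 scalings, although its size and the call were not (above). Among lists not called, oxidative phosphorylation and ribosomal proteins in muscle had means above 0 while camera gave a lower rank, and both means were below 0 on the deposited scores. In brain the mean of oxidative phosphorylation was -0.01, with a median of 0.01 and a mean above 0 on the score scales. NF-kappaB targets changed sign in brain with normexp, and in muscle their mean was 0.10 with a median below 0. Ribosomal proteins in heart changed sign with normexp. Of 54 tests of whether a list differed between a pair of tissues, 0 passed with fry, and the smallest adjusted p was 0.960.

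Single arrays carried transcripts of other tissues. Of the 100 genes that most set liver apart from brain, 100 were higher in the brain of KI mouse C than in all other brains, at a median of 1.53% of their liver level (quartiles 1.25% and 2.06%). In that array Alb had a level of 6.53, against at most -0.82 in the other brains. In the liver of the same mouse, 85 of the 100 genes that most set muscle apart from liver were above all other livers, at a median of 0.103% of their muscle level, and Myh4 had a level of 1.45 against at most -5.64. In the muscle of KI mouse B, 20 of 24 mammary epithelium genes lay above all other muscles, and Wfdc18 had a level of 2.30 against at most -6.13.

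**Figure D2:**
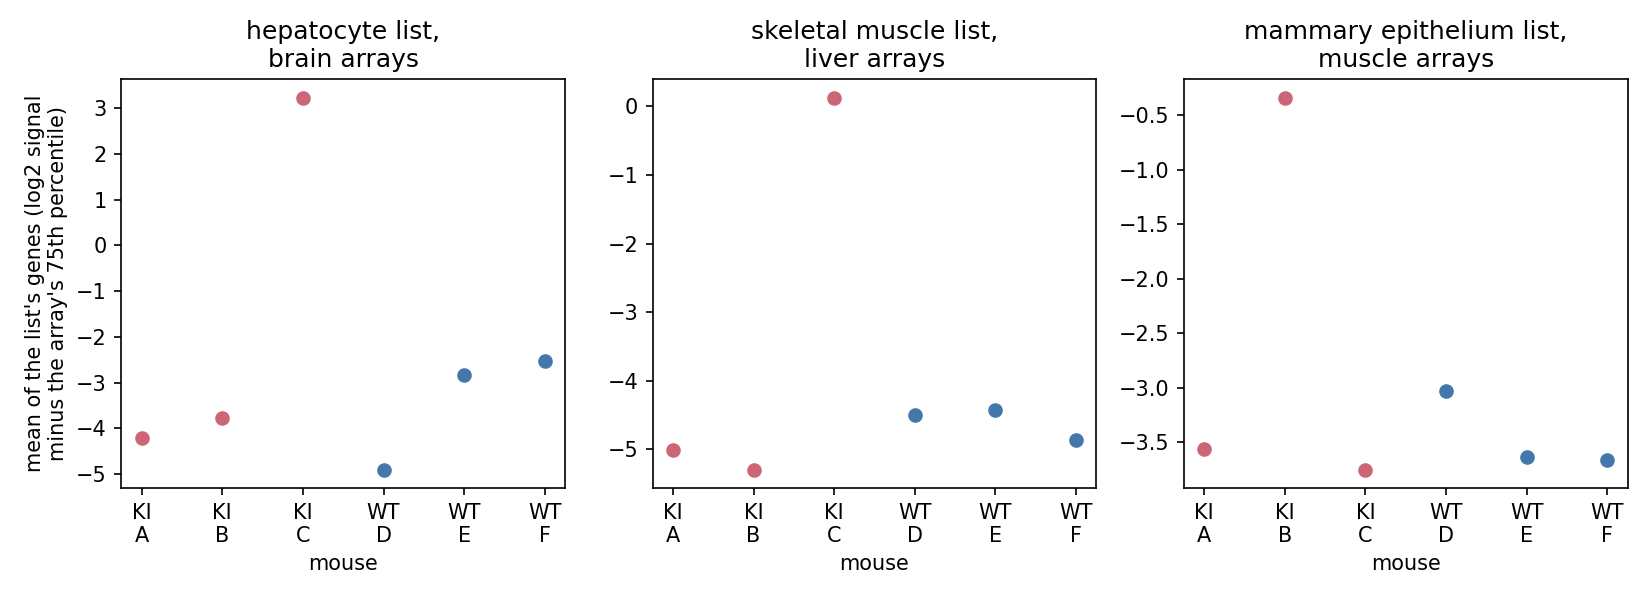
Mean level of 3 cell type lists on each array (log2 signal minus the array's 75th percentile) against mouse, for the hepatocyte list in brain, the skeletal muscle list in liver and the mammary epithelium list in muscle (KI red, WT blue). The list mean of 1 KI array in each tissue lies above the next array by 5.75, 4.56 and 2.69.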

Values the study reported

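The study reported altered transcripts in knockin mice relative to littermate controls, with 135 in brain, 299 in heart, 486 in liver and 74 in skeletal muscle. It named 20 transcripts linked to tumorigenesis as dysregulated in knockin livers.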

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

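The alternatives were chosen before the data were examined, except the tests over all array features, chosen after seeing the data. Of 242 alternative values, 222 kept their direction and their side of the threshold or stayed within 1.5 times the count, 16 counts moved, and 4 values changed sign.

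The 4 changes of sign concern Terf2ip. Its other probe gave 0.0759 in liver, 0.0601 in brain and 0.0635 in muscle, and array weights gave 0.0203 in brain. The cause was not tested. Leaving out each array in turn, Terf2ip ranged from -0.52 to -0.20 in liver, -0.23 to -0.004 in brain, -0.24 to -0.03 in heart and -0.17 to -0.02 in muscle. Ly6d in liver ranged from 0.83 to 1.18.

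With a call by z ratio over 1.5 and unadjusted p, 805 genes were called in liver, 103 in brain, 205 in heart and 113 in muscle. This call makes no adjustment for the number of tests. In liver, a fit of all 24 arrays gave 3 genes, and the same fit with the mouse as a replicate block gave 3. In the mean of 4 tissues the 24-array fit with the replicate block gave 1 gene, against 0 for the fit of the means per mouse. A 24-array fit without the block was not among the alternatives for the mean. The consensus correlation of the block was -0.0014, so the block changed the fit little, and in liver the same 3 genes passed with and without it. This argues against the block, and for the pooling of arrays, as the source of the 1 gene in the mean. Elsewhere the block changed no count past the threshold. For the difference between tissues, quantile normalization gave 1 gene and the z-score scale gave 1. Here the cause was not tested.

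Without each array in turn, the count stayed at 0 in liver, brain and the mean of 4 tissues, and ranged from 0 to 1 in heart (1 without KI mouse C), 0 to 4 in muscle (4 without KI mouse A) and 0 to 1 for the difference between tissues. Where an array was left out, 2 arrays stood against 3. Counts at an unadjusted p under 0.05 ranged over all alternatives from 984 to 2097 in liver, 74 to 418 in brain, 142 to 952 in heart, 68 to 415 in muscle, 318 to 1264 in the mean and 184 to 763 for the difference between tissues. Over all array features limma called 0 in each tissue, with 2031, 286, 473 and 376 at an unadjusted p under 0.05 in liver, brain, heart and muscle.

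Of the 15 lists called by camera, fry called 0 and camera with an estimated correlation 0. Other scalings shared 12 (quantile), 10 (normexp) and 13 (deposited scores) calls of the same direction, and tests with no filter on dim probes shared 10. Of the 15 calls, 2 held under quantile normalization, normexp, the deposited scores, both other filters, the age block and each array left out, interferon response in liver and cytokines and chemokines in heart, and the other 13 were each lost without at least 1 array of their tissue. Oxidative phosphorylation in heart was then called in the opposite direction (higher, without KI mouse B). The camera direction also changed, with no call, for interferon response in brain without WT mouse D, ribosomal proteins in brain without WT mouse E or KI mouse C, and fatty acid and cholesterol synthesis in muscle without WT mouse F. The cause was not tested. Without single arrays the number ranged from 11 (without the brain of KI mouse C) to 18 (without the heart of WT mouse D).

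A slide block was not run in liver and muscle, where all arrays share 1 slide. Between 49.4% and 68.4% of probes were well above background on an array, and the dimmer ones were not tested unless 1 genotype passed on all arrays.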

Other observations

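The tests of explanations in this part were chosen after the results were seen, except the test for tissue other than liver in liver samples, which was written before. They draw in part on alternatives and cell type lists that were fixed before the data were examined, as stated above.

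With limma, 0 genes passed the threshold in each of the 4 tissues. These counts of 0 are lower than the values quoted from the study above. The study's text gives those as totals and describes young males and middle-aged females, without saying how the sexes were combined. At an unadjusted p under 0.05, without adjustment, limma gave 1653, 127, 244 and 115 genes in liver, brain, heart and muscle. The study's text refers to an earlier article for its array analysis and gives a general threshold of p under 0.05, without naming the test behind these counts or an adjustment. Males were not analysed here, and the difference was not tested. The rule for calling genes alone moves the counts here: a z ratio with unadjusted p calls 805, 103, 205 and 113 genes in liver, brain, heart and muscle. The study itself described few changes outside the liver in middle-aged females. With 3 mice against 3 there are 10 splits of the mice, so chance cannot be excluded for any count. For genes past the threshold in each tissue, in the mean of 4 tissues and for the difference between tissues, the splits decide nothing: the real count is 0, which all 10 of 10 splits reach by construction. As many called lists were found in 4 splits. For genes at an unadjusted p under 0.05, 1 split of 10 reached the count in liver (the real one), 10 in brain, 9 in heart and 10 in muscle.

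In heart, 2259 genes at an unadjusted p under 0.05 separated the 14-month-old mice from the others, and of 15 splits of the heart arrays into 2 and 4 only this 1 gave as many. The split of KI mice A and B from the rest gave 2040, close to that number, and the splits of mice A and E and of mice B and E gave 1386 and 1172. These 3 splits keep the 2 younger hearts together, and the 8 splits that part them gave 149 to 819. The other 3 splits that keep them together gave 181, 592 and 604. Age and slide cannot be told apart, as the 2 younger hearts lay on another slide than the other 4. Blocked by slide, 529 genes differed by genotype at an unadjusted p under 0.05 and 0 passed with limma.

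The brain of KI mouse C may have contained liver RNA. All 100 genes that set liver apart from brain were above the other 5 brains, and the hepatocyte list lay 5.75 above the next array (19 of 19 members, 7 of which were well above background on all 6 brain arrays). Alb (6.53; 9.67 in liver) and Serpina1a (6.88; 9.31 in liver) were among the most abundant. Signal passing between arrays of a slide is argued against by 0 liver arrays on that slide, normalization by a gap of 5.83 after quantile normalization, and the mutation by the other 2 KI brains, which lay at -0.57 relative to WT. The value of -0.57 rests on the brains of WT mice E and F, whose hepatocyte list means were -2.84 and -2.52. KI mice A and B had -4.22 and -3.78, and WT mouse D had -4.91. Whether the liver RNA entered the brain sample of KI mouse C at dissection, homogenisation or labelling stays open. Without this array the PPAR alpha target difference in brain was 0.0033 in place of 0.27, so liver RNA is a candidate explanation of that call.

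The same brain sample may also have differed in dissection. The olfactory mucosa list lay 4.86 above the next array (17 of 20 members) and the cerebellum and hindbrain list 2.49 below (15 of 16). Without members that prompted the lists or that liver also has well above background, 6 of 8 olfactory members lay above and 6 of 7 hindbrain members below all other brains. Of these, 4 olfactory and 5 hindbrain members were well above background on all 6 brain arrays. Bpifb4 had a level of 6.07 and Gabra6 of -2.17. No biological explanation was tested for this pattern.

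The liver of KI mouse C may have contained skeletal muscle RNA: 85 of 100 genes that set muscle apart were above the other livers, and the skeletal muscle list lay 4.56 above the next array (20 of 22 members, 7 well above background on all 6 liver arrays), with Acta1 at 2.40 and Mb at 1.85. The slide held 0 muscle or heart arrays, and the other 2 KI livers lay at -0.56 relative to WT, which argues against a leak on the slide and against the mutation. Without this array 1371 liver genes had an unadjusted p under 0.05, a count that does not say which genes. Of the 1653 genes at an unadjusted p under 0.05 with all arrays, 932 (56.4%) also had one in the same direction without it, which argues against muscle RNA in this array as the source of those 932 differences. All 1653 genes kept their direction without this array. They were selected with it included, and a direction does not show how much of a difference remained. For the genes other than those 932, and for tissue other than liver in further liver samples, the question stays open. The mammary list, suspected beforehand, lay only 0.19 above the next liver (5 of 24 members, 13 well above background on all 6 liver arrays).

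The muscle of KI mouse B may have contained mammary tissue. Of 24 mammary genes, 20 were above all other muscles (10 were well above background on all 6 arrays), with a gap of 2.69, and Wfdc18 (2.30), Krt5 (1.64) and Csn1s1 (0.77) were the most abundant of those inspected. The other 2 KI muscles lay at -0.22 relative to WT, which argues against the mutation. The heart arrays on the same slide, which played no part in finding this array, had lower mammary means, the nearer at -3.68 relative to this array, which argues against a leak from them. The next highest array of the slide was another muscle, at -2.69 relative to this array, but the muscles are lower by the way this array was found, so a leak from them was not tested. In the same array the lymphocyte list lay 1.38 and the biliary list 1.03 above the next.

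Further gaps above 1 were found in the brain of KI mouse C for the mammary (1.20), biliary (1.49), adipocyte (1.13) and salivary gland (1.04) lists. The heart of KI mouse B had one for the adipocyte list (1.18). In that heart 16 of 19 macrophage, 12 of 18 lymphocyte and 8 of 10 mesothelium members also lay above all other hearts, with smaller gaps. Ucp1 had a level of -1.36 there, against at most -6.58 in the other hearts. Whether this heart sample contained other tissue was not tested. In all, 11 of 56 combinations of list and tissue had a gap above 1. The mesothelium, macrophage, astrocyte, exocrine pancreas, cerebellum and hindbrain, and brown fat lists had none, the largest being 0.916. Macrophage list means were higher in all 3 KI mice than in all WT mice in liver, at 1.31 against 0.69 on average. In brain this order held only barely, with KI mouse B at -1.171 and WT mouse F at -1.176. KI mouse C, whose brain carried liver transcripts, lay at -0.366. Biliary list means in brain were also higher in all 3 KI mice, with KI mouse C at -3.24 and the next array at -4.72. All arrays with a gap above 1 came from KI mice B and C. Members of these lists well above background on all 6 arrays of a tissue ranged from 3 to 22.

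Cyp26b1 may be raised by the mutation in liver, heart and muscle, as a hypothesis found and tested on the same data. Chance cannot be excluded, as 3 of 10 splits gave at least 1 gene with a difference over 1 and separate groups in 3 tissues. A region carried along with Terf2ip is argued against, since 0 of 57 tests of its 20 nearest genes had an unadjusted p under 0.05 and Cyp26b1 lies on another chromosome. The smallest difference in the 3 tissues was 1.21 with each array left out in turn and 1.32 under quantile normalization with and without normexp, which argues against RNA of another tissue in single arrays and against normalization. In all, 9 genes had separate groups in the same direction in 3 tissues, and other splits gave 4 to 25.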
